A study of Homo sapiens with 30 samples.

How the data were processed

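CUT&Tag was performed with a commercial kit on primary human trabecular meshwork cells given ethanol vehicle or dexamethasone, and the libraries were sequenced on a NextSeq 2000 instrument, per the labels. The samples were grouped by target and treatment from their titles, which gave 30 samples in 14 groups. The labels name the kit, the sequencer and the read length. They state no aligner, genome build, peak caller, normalization or rule for combining samples, so none of these steps is described here as a fact. The files have no header lines. Each deposited list holds regions of 1 target, or CREs or SEs, in 1 condition, and no column separates the samples behind it. The read depth of the libraries is unknown.

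The region lists of H3K4me1, H3K4me2, H3K4me3, H3K36me3 and CTCF have 3 value columns after the coordinates. The deposited signal column was read as the coverage summed over the region, because it never exceeded the highest value times the width. The deposited score in the next column was read as the highest coverage in the region, and the last column as the position of that maximum, which always lay inside the region. These values are the authors' own and were used only to rank, filter and describe regions within a list, since all values of a list share a scale that differs between lists. The smallest step between values was estimated from the lowest values of each list, and the highest signal divided by this step gave the pile-up depth in steps. Ratios of pile-up between the conditions were also taken at regions that overlapped exactly 1 region of the other list, in both directions. The lists of H3K27ac, H3K27me3, CREs and SEs were used for their coordinates only. CRE and SE edges lie on a 200 bp grid.

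All 36 chromosome and contig names in the lists were present in hg38, and 0 had a region past the end of its sequence, so coordinates were taken as hg38. Genes came from GENCODE version 44, with 20046 protein-coding genes and the TSS of the canonical transcript. Some regions occur in several identical rows in the lists of H3K4me1, H3K4me2, H3K4me3 and H3K36me3. The copies beyond the first row of a region made up 50.3% of the control H3K36me3 list and 33.7% of the dexamethasone H3K4me2 list. Each region was used once. Many H3K27ac and H3K27me3 regions touch the next region end to start. They were kept as deposited, and merging them (34830 and 37555 H3K27ac regions, 58140 and 63065 H3K27me3 regions in control and dexamethasone) was an alternative.

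Overlap meant 1 shared bp. The same rule assigned annotation, in the order promoter (TSS ± 1 kb), exon, intron and intergenic. Random placements used bedtools 2.31.1 shuffle on the same chromosome, outside assembly gaps of at least 1000 bp, with 100 fixed seeds. The alternative placed regions within the union of all 14 target lists. The GRE was searched with at most 1 mismatch in 12 fixed bases and the CTCF motif without mismatch, both in 500 bp windows at region centres. Base-shuffled GREs (20, palindromic like the GRE) gave the background. Ratios of GRE shares were recomputed after weighting control-only windows to the GC content of dexamethasone-only windows in 10 strata, with 1000 resamples for the interval, and for regions away from promoters. Shared H3K36me3 regions were weighted to the highest signal and width of dexamethasone-only regions in 100 bins, with 1000 resamples. The gene lists held 28 glucocorticoid-induced, 13 glucocorticoid-repressed and 30 intraocular pressure and glaucoma genes, and each random list matched every gene with a pool of at least 200 genes by its total number of H3K27ac regions. Shares have exact Clopper-Pearson 95% intervals, and a count of 0 was taken to allow up to 3 counts. Differences of shares and log2 ratios of shares have 95% intervals from the normal approximation. Calculations used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, samtools 1.23.1 for the genome index and matplotlib 3.10.9 for figures.

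The comparisons, gene lists, motifs, most alternatives and the rule for naming genes were fixed before the data were examined. The rule named the 5 longest SEs found in each condition only with the genes they overlap, up to 5 genes per list with the largest difference of dexamethasone-only and control-only H3K27ac regions, and FKBP5, PER1, TSC22D3, ZBTB16, ANGPTL7 and MYOC whatever their values. It also named up to 3 genes per direction whose promoter had H3K27ac in 1 condition only and H3K27me3 in the other condition only, ranked by H3K27ac width. One of the SEs is not reported here. The alternatives changed the overlap rule, the part of each list used, the promoter and gene windows, the motif rules and the placement. Other alternatives were added after the data were seen: rows as deposited, touching regions merged, and gene lists without the gene with the largest balance.

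The methods were tested on simulated data. Copies of the control lists of H3K27ac, CTCF and CREs, in which 30.0% of regions were moved away from every control region, gave back a share of 30.0% without a counterpart in each list. That share follows from the construction, so it checks the counting of overlaps and not the effect of depth or width. In 5000 random windows with the GRE planted in part of them, the search found 1038 windows with a match, the same number as a brute-force count. Of 200 random gene lists of 28 genes on the H3K27ac counts, 3.50% fell outside the middle 95% of matched lists, and all fell outside when 2 regions were added to each gene. For lists of 13 genes the shares were 3.50% and 99.5%. The step was recovered for 10 of 10 simulated scales.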

Results

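CUT&Tag (cleavage under targets and tagmentation) maps a histone mark or a DNA-binding protein by cutting and tagging the DNA beside a bound antibody. It was applied to primary cells of the human trabecular meshwork, the tissue through which aqueous humour drains from the eye. The cells had received ethanol (the vehicle control) or dexamethasone, a synthetic glucocorticoid. Glucocorticoids can raise the pressure inside the eye, and the comparison addressed which regulatory regions differ between the conditions and whether they lie near genes tied to intraocular pressure and glaucoma. The series held 30 samples in 14 groups. H3K27ac (active promoters and enhancers) and H3K27me3 (Polycomb repression) had 3 samples per condition. H3K4me1 (enhancers), H3K4me2, H3K4me3 (active promoters) and H3K36me3 (transcribed gene bodies) had 2 per condition, and the insulator protein CTCF had 1.

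The deposited data were 18 region lists, 1 per target and condition and 1 per condition for cis-regulatory elements (CREs) and super-enhancers (SEs), which are long clusters of enhancers. Every comparison below therefore rests on 1 list per condition. No difference has a replicate check, no p-value is given, and the 95% intervals (exact Clopper-Pearson) cover counting error only. Neighbouring regions are not independent of each other, so real uncertainty is wider than these intervals. The lists carry no read numbers. In the 5 targets with signal columns, the highest signal of a region was a whole multiple of 1 step per list, which gives a relative depth of coverage. The median highest signal was 117 steps in control and 110 in dexamethasone for H3K4me1, 34 and 90 for H3K4me2, 815.5 and 154 for H3K4me3, 186 and 31 for H3K36me3, and 53 and 212 for CTCF. These medians depend on which regions a list holds. At regions that matched 1 to 1, the median ratio of dexamethasone to control was 1.23 for H3K4me1, 2.80 for H3K4me2, 0.179 for H3K4me3, 0.121 for H3K36me3 and 5.41 for CTCF. The lists of all 5 targets thus differed between the conditions in coverage as well as in treatment, H3K4me1 the least.

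The number of distinct regions was first compared between the conditions. H3K36me3 had 5609 regions in control and 12681 in dexamethasone, a log2 ratio of 1.18. H3K4me1 rose from 21098 to 38895 regions (log2 ratio 0.88), CTCF from 22596 to 30721 (0.44), CREs from 39088 to 48049 (0.30) and SEs from 539 to 658 (0.29). H3K27me3 had 121331 and 141298 regions (0.22), and H3K27ac had 48698 and 49556 (0.03). H3K4me3 had 7196 and 6774 regions (-0.09), and H3K4me2 had 5406 and 3477 (-0.64). Region width moved as well. The median width was 3680 bp in control and 1051 bp in dexamethasone for H3K36me3, 808 and 1809 bp for H3K4me2, 2884.5 and 1748 bp for H3K4me3, and 615 and 897 bp for CTCF. Counting covered base pairs in place of regions was the alternative that moved this result most in every list except H3K4me1. On that measure H3K36me3 was lower in dexamethasone (33.3 Mb in control, 18.3 Mb in dexamethasone), H3K27me3 was lower (257 and 224 Mb) and H3K4me2 was higher (5.11 and 7.29 Mb), each opposite to the change in region number. With identical rows counted as deposited, the H3K4me2 lists were nearly equal in length (log2 ratio -0.05). H3K4me1 (65.7 and 106.9 Mb), CTCF (15.9 and 32.8 Mb), CREs (74.1 and 126.3 Mb) and SEs (21.1 and 32.9 Mb) were higher in dexamethasone on both measures.

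**Figure D1:**
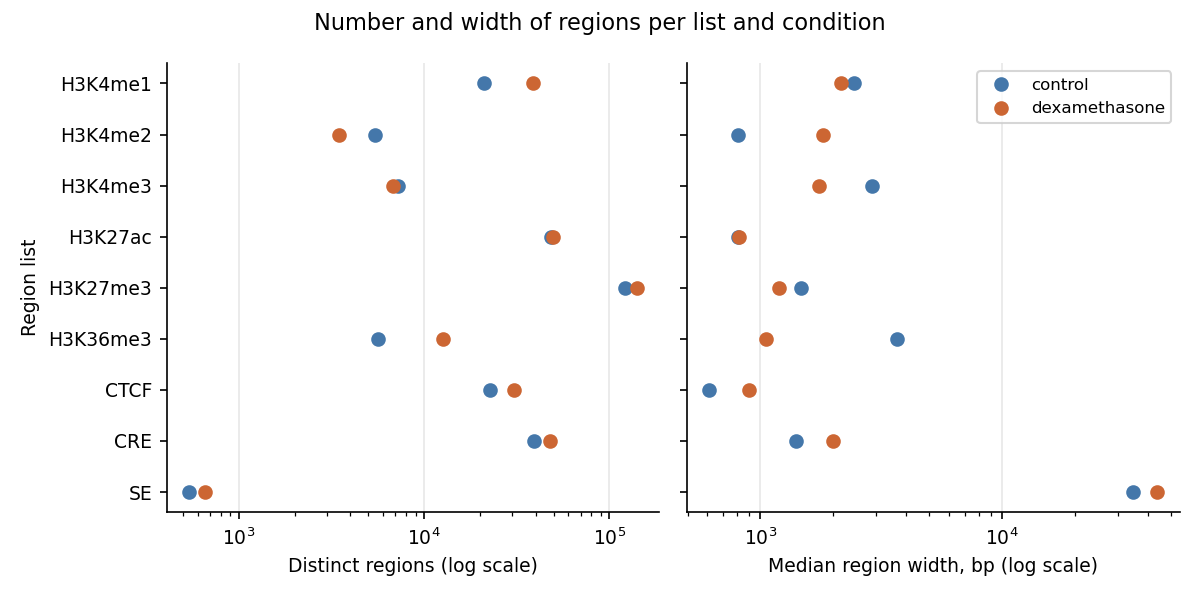
Distinct regions per list (left, log axis) and median region width in bp (right, log axis), 1 point per list and condition, for the 7 targets, cis-regulatory elements (CRE) and super-enhancers (SE). The H3K36me3 points lie far apart in both panels (5609 and 12681 regions, 3680 and 1051 bp), while the H3K27ac points nearly coincide (48698 and 49556 regions).

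Regions were then matched between the conditions, with 1 shared base pair counted as a counterpart. Among dexamethasone regions, 49.0% of H3K4me1 (95% interval 48.5 to 49.5%), 41.0% of H3K36me3 (40.2 to 41.9%), 37.8% of CTCF (37.3 to 38.4%), 36.02% of SEs (32.3 to 39.8%) and 32.5% of CREs (32.1 to 32.9%) had no control counterpart. The share was 29.9% for H3K4me2 (28.4 to 31.5%), 20.2% for H3K27ac (19.8 to 20.5%), 9.84% for H3K27me3 (9.68 to 10.0%) and 7.03% for H3K4me3 (6.43 to 7.66%). In the opposite direction, 5.99% of control H3K4me1 regions had no dexamethasone counterpart (5.67 to 6.32%). That share was 9.64% for CTCF (9.26 to 10.0%), 11.5% for CREs (11.2 to 11.9%), 13.04% for H3K27me3 (12.9 to 13.2%), 13.99% for H3K4me3 (13.2 to 14.8%), 18.3% for H3K27ac (18.0 to 18.6%), 20.4% for SEs (17.1 to 24.1%), 41.3% for H3K36me3 (40.02 to 42.6%) and 45.8% for H3K4me2 (44.4 to 47.1%). For H3K27ac the numbers on the 2 sides were close, 9994 regions in dexamethasone only and 8911 in control only. With touching regions merged the H3K27ac shares lay further apart, at 25.1% of dexamethasone and 19.5% of control regions. Requiring a reciprocal overlap of 50% moved the dexamethasone share most in every list except H3K4me1. This share then reached 95.2% for H3K36me3, where control regions were several times wider, and 65.2% for H3K27me3. When both lists were cut to the length of the shorter one, 28.6% of dexamethasone and 26.9% of control H3K4me1 regions had no counterpart. These regions match almost 1 to 1, so lists of equal length give close shares whatever the cause. The shares were then 23.1% and 17.1% for CTCF and 36.3% and 66.04% for H3K36me3. For H3K4me2 they were 43.6% and 35.4%, the opposite order to that with all regions.

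**Figure D2:**
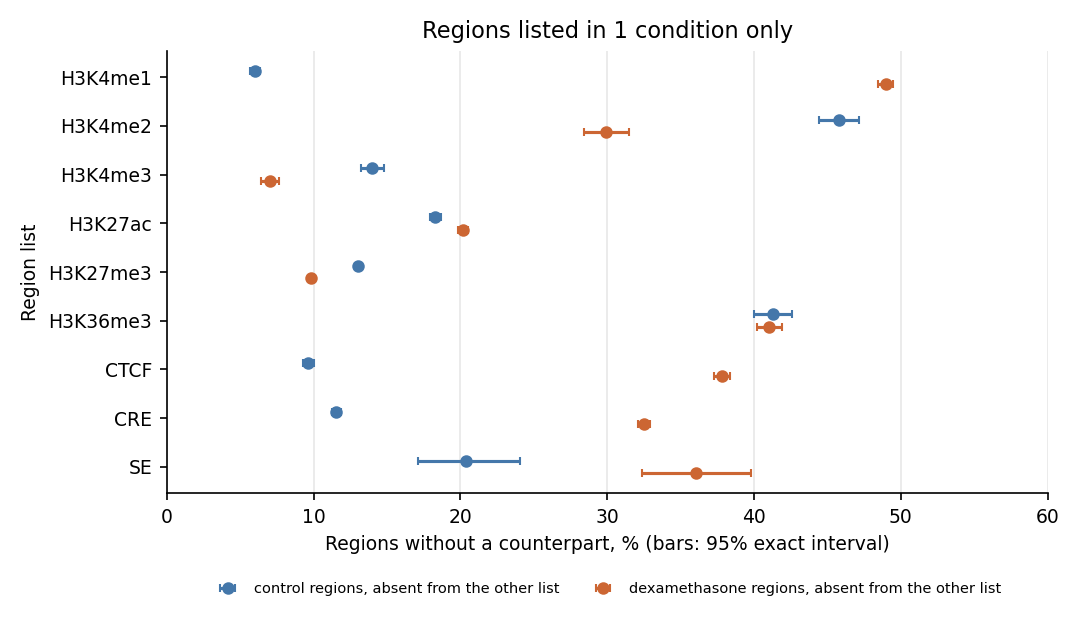
Percent of regions without a counterpart in the other condition, per list, for control and dexamethasone regions. Bars are 95% exact intervals from counting error. With all regions used, H3K4me1 has the widest gap between the sides (49.0% of dexamethasone and 5.99% of control regions), and for H3K36me3 the sides lie at 41.0% and 41.3%.

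Random placement of the dexamethasone regions on the same chromosomes set the overlap that chance gives. Over 100 placements, a mean of 2.97% ± 0.0771 (SD) of H3K27ac regions met a control region, against 79.8% observed, a 26.9-fold excess. The excess was 74.0-fold for H3K4me2, 55.7-fold for H3K4me3, 35.0-fold for CTCF, 33.1-fold for SEs, 25.7-fold for H3K36me3, 11.6-fold for H3K4me1, 11.02-fold for CREs and 6.83-fold for H3K27me3. Placement only within regions of any of the 7 targets lowered each value. The excess was then 27.3-fold for H3K4me2 and 1.51-fold for H3K27me3, the highest and the lowest of the 9 lists.

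The position of the regions relative to protein-coding genes was compared next. In control, 93.6% of H3K4me3 and 73.1% of H3K4me2 regions lay within 1 kb of a transcription start site (TSS), against 29.7% of H3K27ac, 29.7% of CTCF, 25.7% of CRE, 17.1% of H3K36me3, 12.2% of H3K4me1 and 7.94% of H3K27me3 regions. A further 65.7% of control H3K36me3 regions overlapped an exon away from a TSS. The promoter share changed by less than its counting error for H3K4me3, H3K27me3 and CTCF. It was higher in dexamethasone by 7.69 percentage points for H3K4me2 (5.93 to 9.46), by 5.58 for SEs (0.332 to 10.8), by 5.54 for H3K36me3 (4.31 to 6.76) and by 1.56 for H3K27ac (0.988 to 2.14). For CREs the difference was -3.71 points (-4.28 to -3.14) and for H3K4me1 it was -0.863 points (-1.40 to -0.321). With a window of 2.5 kb around the TSS the H3K4me2 difference was 2.59 points (1.04 to 4.15), and the SE difference was 5.15 points with an interval that included 0 (-0.0810 to 10.4). Regions found in 1 condition only differed more in every list except H3K4me2 (76.4% at promoters in dexamethasone only and 73.6% in control only) and H3K4me1 (9.65% and 9.97%). Promoters held 12.9% of dexamethasone-only and 6.39% of control-only H3K27ac regions, 40.6% and 6.09% of H3K36me3 regions, 9.39% and 2.48% of H3K27me3 regions, and 6.42% and 18.1% of CREs.

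Promoter states were counted over 20046 protein-coding genes, with the promoter taken as the TSS ± 1 kb. H3K4me3 marked 6969 promoters in both conditions, 1048 in control only and 431 in dexamethasone only. H3K27ac marked 10288 in both, 245 in control only and 752 in dexamethasone only. H3K27me3 marked 5073 in both, 367 in control only and 1018 in dexamethasone only. Promoters with H3K4me3 and H3K27me3 together numbered 616 in control and 1171 in dexamethasone, of which 461 were common to both, 155 were found in control only and 710 in dexamethasone only. Of these 710, 593 (83.5%) had H3K4me3 in both conditions and 687 (96.8%) had H3K27ac in both. When only the upper 50% of each list was used, by signal for H3K4me3 and by width for the other marks, H3K27ac marked 1002 promoters in control only and 1313 in dexamethasone only. The joint state was then found at 41 promoters in control only and 157 in dexamethasone only.

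Few promoters carried H3K27ac in 1 condition only and H3K27me3 in the other condition only. There were 14 with H3K27ac in dexamethasone and H3K27me3 in control, and 11 with the reverse. In the upper 50% of each list the order turned, with 22 and 32, and with the TSS ± 2.5 kb there were 13 and 13, so neither direction prevailed. Ranked by H3K27ac width, the former were led by AP1G2 (TSS at chromosome 14, position 23567791, minus strand; 1864 bp of H3K27ac), PLAAT4 (chromosome 11, 63536808, plus strand; 1734 bp) and MIER2 (chromosome 19, 344796, minus strand; 1694 bp). None of these promoters had H3K4me3 in either condition. The latter were led by CLGN (chromosome 4, 140427648, minus strand; 1203 bp), KMT5B (chromosome 11, 68213296, minus strand; 991 bp) and AP1S1 (chromosome 7, 101154476, plus strand; 948 bp). Of these, AP1S1 had H3K4me3 at its promoter in control and not in dexamethasone.

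The mark lists were laid over the element lists of the same condition. In control, 76.5% of CREs overlapped H3K27ac (76.1 to 76.9%) and 57.8% overlapped H3K4me1 (57.3 to 58.2%). In dexamethasone the shares were 59.4% for H3K27ac (58.9 to 59.8%) and 78.3% for H3K4me1 (78.0 to 78.7%). CREs found in dexamethasone only carried H3K27ac in 23.4% of cases (22.8 to 24.1%) and H3K4me1 in 86.2% (85.7 to 86.8%). CREs found in control only carried H3K27ac in 70.3% (68.9 to 71.6%) and H3K4me1 in 33.1% (31.7 to 34.5%). Overlap with CTCF was 24.1% in control and 24.6% in dexamethasone, and overlap with H3K27me3 was 2.79% and 4.58%. Conversely, 97.9% of control and 93.9% of dexamethasone H3K27ac regions lay in a CRE, as did 99.2% and 99.02% of H3K4me1 regions and 1.31% and 2.36% of H3K27me3 regions. All 539 control and 658 dexamethasone SEs overlapped H3K27ac. If 50% of the element had to be covered, the H3K27ac share of CREs was 67.1% in control and 36.5% in dexamethasone.

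Long SEs found in 1 condition only were examined (hg38 coordinates). In dexamethasone these included a 167400 bp SE over SMAD6 (chromosome 15, 66698001 to 66865400), a 154400 bp SE over LMO7 (chromosome 13, 75619601 to 75774000), a 141200 bp SE over RXRA (chromosome 9, 134318001 to 134459200) and a 126800 bp SE over NFIC (chromosome 19, 3334401 to 3461200). Each contained the TSS of the gene named. In control the longest was a 114000 bp SE on chromosome 2 (237122001 to 237236000) that overlapped no protein-coding gene, with the nearest TSS, of COPS8, 36112 bp away. It was followed by an 85800 bp SE over TRABD2A, TMSB10 and KCMF1 (chromosome 2, 84888001 to 84973800), a 67800 bp SE over CORO2B (chromosome 15, 68577601 to 68645400), a 67600 bp SE over exons of FBN1 (chromosome 15, 48373201 to 48440800) and a 65200 bp SE in an intron of ADAM12 (chromosome 10, 126198601 to 126263800). These loci were not empty in the other condition. The SMAD6 interval held 15 H3K27ac regions in control and 32 in dexamethasone, and CREs covered 31.3% of it in control and 56.9% in dexamethasone. The differences in H3K27ac regions were smaller at LMO7 (16 in control and 18 in dexamethasone), RXRA (17 and 24) and NFIC (19 and 25). Of the SEs listed in control only, the FBN1 interval held 12 H3K27ac regions in control and 7 in dexamethasone and the CORO2B interval 18 and 15, but the longest held 14 and 16, the one over TRABD2A, TMSB10 and KCMF1 held 14 and 18, and the ADAM12 interval held 14 and 14. Across these 9 loci the CRE cover was higher in dexamethasone, including the 5 listed as SEs in control only, where it was 29.1% against 43.0% at the longest and 49.9% against 83.5% at CORO2B.

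The glucocorticoid receptor, which dexamethasone activates, binds the glucocorticoid response element (GRE), AGAACANNNTGTTCT. Matches with at most 1 mismatch in the 12 fixed bases were counted in 500 bp windows at region centres. Among H3K27ac regions, 49 of 9994 dexamethasone-only windows had a match (0.490%, 0.363 to 0.648%), against 18 of 8911 control-only windows (0.202%, 0.120 to 0.319%) and 98 of 39562 shared windows (0.248%, 0.201 to 0.302%). Among CREs the counts were 98 of 15613 in dexamethasone only (0.628%, 0.510 to 0.764%), 8 of 4511 in control only (0.177%, 0.0766 to 0.349%) and 77 of 32436 in shared windows (0.237%, 0.187 to 0.297%). Among H3K4me1 regions there were 107 of 19046 in dexamethasone only (0.562%, 0.461 to 0.678%) and 48 of 19849 in shared windows (0.242%, 0.178 to 0.321%). In control-only H3K4me1 windows there were 0 of 1264, which allows a share of up to 0.237%. The log2 ratio of dexamethasone-only to control-only shares was 1.28 for H3K27ac (0.50 to 2.06) and 1.82 for CREs (0.78 to 2.86). The absolute shares were small, and 20 motifs made by shuffling the bases gave a mean of 0.214% in dexamethasone-only H3K27ac windows, with the most frequent one at 0.510%. The ratio between the classes was above that of every shuffled motif with a match in both classes, of which the highest log2 ratio was 0.57 among 19 motifs in H3K27ac and 0.91 among 18 motifs in CREs. Without mismatch there were 4 dexamethasone-only and 1 control-only H3K27ac windows, and the interval of the log2 ratio included 0 (1.83, -1.33 to 5.00). In CREs there were then 12 of 15613 dexamethasone-only, 5 of 32436 shared and 0 of 4511 control-only windows. In H3K4me1 there were 12 of 19046, 1 of 19849 and 0 of 1264, in the same order. These counts are small. With at most 2 mismatches, which moved the ratios most, they were 0.28 for H3K27ac and 0.72 for CREs. When the whole region was searched in place of the window, 1.83% of dexamethasone-only (1.62 to 2.05%) and 1.56% of shared CREs (1.42 to 1.70%) had a match. Of control-only CREs, 0.266% did (0.138 to 0.464%). The dexamethasone-only and shared values were 1.91% (1.72 to 2.11%) and 1.80% (1.62 to 2.00%) for H3K4me1. For H3K27ac they were 0.650% (0.502 to 0.828%) and 0.485% (0.419 to 0.559%). Intervals of dexamethasone-only and shared regions thus overlapped in each list. This search did not match the length of the regions and had no shuffled motifs beside it. It therefore does not decide whether the excess over shared regions in the 500 bp windows holds.

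**Figure D3:**
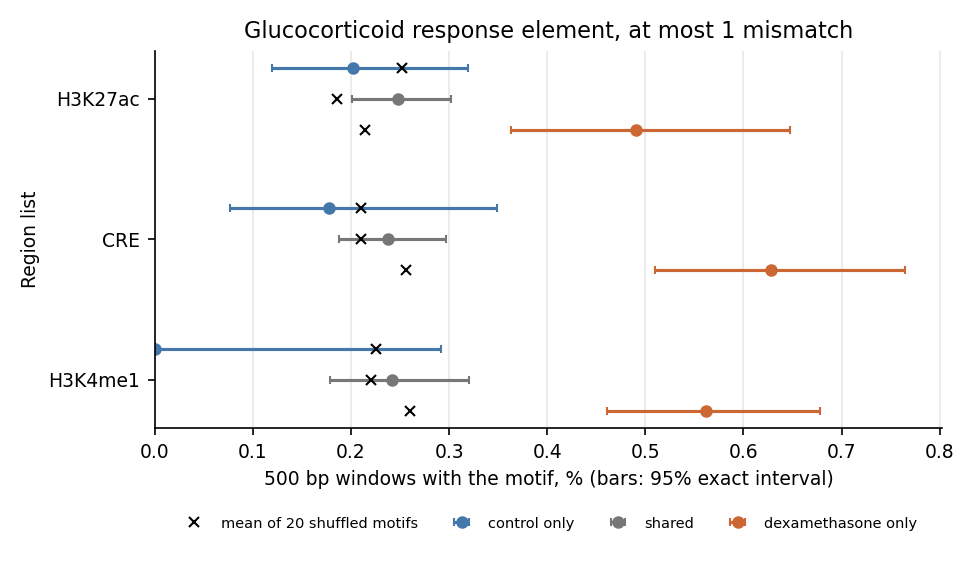
Percent of 500 bp windows with a glucocorticoid response element (at most 1 mismatch) in control-only, shared and dexamethasone-only regions of H3K27ac, cis-regulatory elements (CRE) and H3K4me1. Bars are 95% exact intervals and crosses are the mean of 20 shuffled motifs. The dexamethasone-only points lie at 0.490%, 0.628% and 0.562%, above the intervals of the other classes.

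The 500 bp windows at the centres of CTCF regions were searched for the core motif CCASYAGRKGGC on both strands. It was found in the windows of 2098 of 19102 shared regions of the dexamethasone list (10.98%, 10.5 to 11.4%), in 687 of 11619 dexamethasone-only regions (5.91%, 5.49 to 6.36%) and in 95 of 2178 control-only regions (4.36%, 3.54 to 5.31%). Allowing 1 mismatch raised these shares to 33.2%, 22.4% and 19.7%, in the same order. The dexamethasone-only regions were weaker. Of the 11619, 4969 were in the weakest 20% of the list by total signal and 16 in the strongest 20%.

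Finally, H3K27ac regions found in 1 condition only were counted around the genes of 3 lists, as dexamethasone-only minus control-only regions within 50 kb of the TSS. Over all genes the mean was 0.349. The 28 glucocorticoid-induced genes had a mean of 1.11 and a median of 1, at the 93.6th and the 96.6th percentile of 10000 random lists matched on the number of H3K27ac regions (mean of the random lists 0.583). Within 100 kb the mean was 2.21, at the 99.2th percentile. The windows of MT2A and MT1X overlap at both sizes, and those of PER1 and ALOX15B overlap within 100 kb. Random lists drew each gene on its own, so these percentiles may be too extreme. The induced list was not recomputed without 1 gene of each pair. With CREs in place of H3K27ac regions the induced genes were at the 99.7th percentile of the mean and the 72.6th of the median. Within 50 kb the mean was at the 83.7th percentile without TSC22D3 and at the 87.3th with touching regions merged. The 13 glucocorticoid-repressed genes had a mean of -0.769, at the 0.275th percentile (mean of the random lists 0.467), and a median of 0, at the 36.4th percentile. With touching regions merged their mean was -0.385, at the 0.665th percentile. Within 100 kb none of the 10000 random lists had a mean as low as -1.62. The mean within 50 kb depended on CXCL2, without which it was -0.250, at the 5.65th percentile. Within 100 kb the mean without CXCL2 was -1.17, at the 0.110th percentile. With CREs the repressed genes were at the 40.1th percentile. The 30 genes of the intraocular pressure and glaucoma list had a mean of 0.633, at the 52.2th percentile (mean of the random lists 0.619), and did not stand apart from random lists. With CREs they were at the 96.3th percentile of the mean and the 61.8th of the median.

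**Figure D4:**
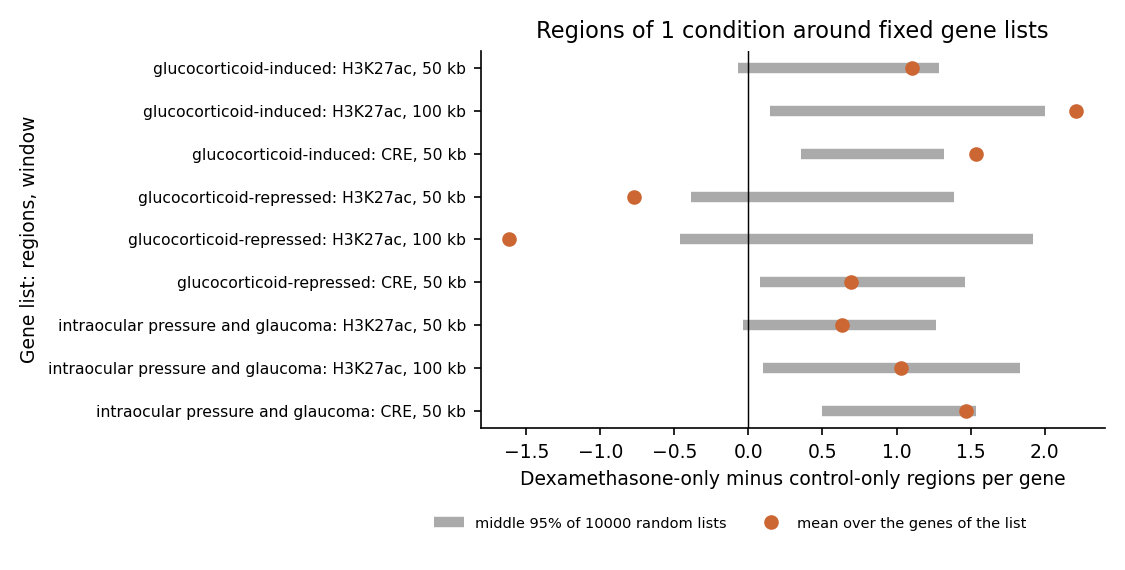
Mean number of dexamethasone-only minus control-only regions per gene (points) for 3 fixed gene lists, with H3K27ac regions within 50 kb or 100 kb of the TSS or cis-regulatory elements (CRE) within 50 kb, against the middle 95% of 10000 matched random lists (grey bars). Within 50 kb, the H3K27ac mean of the repressed list (-0.769) lies below its bar, and those of the induced (1.11) and the intraocular pressure and glaucoma list (0.633) lie inside theirs.

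Of the 28 induced genes, 15 had a balance above 0, 6 below 0 and 7 at 0. Among them, TSC22D3 (TSS at chromosome X, 107775787) had 6 dexamethasone-only and 0 control-only H3K27ac regions within 50 kb, and an SE within 50 kb in dexamethasone alone. ERRFI1 (chromosome 1, 8026309) had 5 and 0, CRISPLD2 (chromosome 16, 84819985) had 4 and 0, and FKBP5 (chromosome 6, 35688915) and ANGPTL7 (chromosome 1, 11189355) each had 3 and 0. PER1 (chromosome 17, 8152404) had 6 and 3. ZBTB16 (chromosome 11, 114059711) had no H3K27ac region within 50 kb in control and 2 in dexamethasone, and its promoter was listed with H3K27ac and H3K4me3 in dexamethasone alone and with H3K27me3 in both conditions. MYOC (chromosome 1, 171652688) had 1 and 1, a balance of 0, with promoter H3K27ac listed in dexamethasone alone. The 6 genes below 0, listed after their values were seen, were MT2A, CEBPB and BCL6 with a balance of -2 and DUSP1, SERPINA3 and APOD with a balance of -1. Of the 13 repressed genes, 3 had a balance above 0, 6 below 0 and 4 at 0. Among them, CXCL2 (chromosome 4, 74099195) had 0 dexamethasone-only and 7 control-only regions, CXCL8 (chromosome 4, 73740569) had 0 and 3, and LIF (chromosome 22, 30246759) had 0 and 2. ICAM1 (chromosome 19, 10271120) went the other way, with 3 and 0, as did IL11 (chromosome 19, 55370463), with 2 and 1, and IL6, listed after its values were seen, with 1 and 0. For CXCL8 the CRE list gave the opposite direction, with 8 dexamethasone-only and 1 control-only elements. Of the 30 genes of the intraocular pressure and glaucoma list, 13 were above 0, 5 below 0 and 12 at 0. Among them, LTBP2 (chromosome 14, 74612237) had 4 and 0, AFAP1 (chromosome 4, 7939861) and PTPRJ (chromosome 11, 47980559) each had 4 and 1, ANKH (chromosome 5, 14871778) had 3 and 0, and ARHGEF12 (chromosome 11, 120336413) had 2 and 0. Counts of 0 to 7 regions per gene carry a large counting error, and no single gene was tested.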

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

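Rows as deposited, touching regions merged and gene lists without 1 gene were alternatives chosen after seeing the data. No paired analysis was possible because each condition has 1 list per target and no column separates the donors. The cause of the changes below was not tested unless stated.

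Region numbers kept their direction under every alternative except covered base pairs. There the log2 ratio of dexamethasone to control was 0.51 for H3K4me2, -0.20 for H3K27me3 and -0.86 for H3K36me3, opposite to the ratio of region numbers, and it was -0.85 for H3K4me3 and 1.04 for CTCF. The construction shows the cause, since median widths differed between the conditions. With rows as deposited the ratio was 0.44 for H3K36me3, and the fall of H3K4me2 from -0.64 shrank to -0.05.

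The share of dexamethasone regions without a control counterpart moved with most choices. In the upper 50% of both lists it was 47.0% for H3K4me1, 22.7% for H3K4me2, 10.4% for H3K4me3, 29.0% for H3K27ac, 16.9% for H3K27me3, 39.9% for H3K36me3, 33.9% for CTCF, 44.5% for CREs and 44.1% for SEs. With 50% reciprocal overlap it was 56.3% for H3K4me1, 63.8% for H3K4me2, 30.1% for H3K4me3, 50.3% for H3K27ac, 65.2% for H3K27me3, 95.2% for H3K36me3, 56.8% for CTCF, 55.3% for CREs and 44.4% for SEs. With counterparts within 1 kb it was 46.4% for H3K4me1, 26.8% for H3K4me2, 14.4% for H3K27ac, 6.61% for H3K27me3, 38.5% for H3K36me3, 33.4% for CTCF and 29.7% for CREs. With both lists cut to the shorter length it was 28.6% for H3K4me1, 43.6% for H3K4me2, 8.96% for H3K4me3, 9.25% for H3K27me3, 36.3% for H3K36me3, 23.1% for CTCF and 30.1% for CREs. The share of control regions without a counterpart was then 26.9% for H3K4me1, 17.1% for CTCF and 66.04% for H3K36me3, against 5.99%, 9.64% and 41.3% with all regions. For H3K4me2 the control share was then 35.4%, below the dexamethasone share of 43.6%. With all regions the order was the reverse, with 45.8% of control and 29.9% of dexamethasone regions. With touching regions merged the dexamethasone share was 25.1% for H3K27ac and 16.99% for H3K27me3. The control share was then 19.5% for H3K27ac and 22.6% for H3K27me3.

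Placement within the union of all target lists lowered the excess of overlap to 2.91-fold for H3K4me1, 27.3-fold for H3K4me2, 15.8-fold for H3K4me3, 5.84-fold for H3K27ac, 1.51-fold for H3K27me3, 7.59-fold for H3K36me3, 9.46-fold for CTCF, 3.04-fold for CREs and 13.2-fold for SEs. All 9 lists stayed above 1.

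With the TSS ± 2.5 kb the promoter share differed by 2.59 points for H3K4me2 and by -2.89 points for CREs, and the interval for SEs then included 0 (5.15 points, -0.0810 to 10.4). In the upper 50% of the lists, H3K27ac marked 1002 promoters in control only and 1313 in dexamethasone only, H3K27me3 marked 582 in control only, and both H3K4me3 and H3K27me3 marked 41 in control only and 157 in dexamethasone only. Promoters with H3K27ac in 1 condition only and H3K27me3 in the other only then numbered 22 with H3K27ac in dexamethasone and 32 with H3K27ac in control. H3K27ac covered at least 50% of 67.1% of control CREs and 36.5% of dexamethasone CREs.

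With at most 2 mismatches the log2 ratio of GRE shares was 0.28 for H3K27ac and 0.72 for CREs, with intervals from 0.07 to 0.49 and from 0.45 to 0.99. Without mismatch it was 1.83 for H3K27ac with an interval that included 0 (-1.33 to 5.00), and it could not be formed for CREs, since 0 of 4511 control-only windows had a match. For H3K4me1 no ratio was formed, since 0 of 1264 control-only windows had a match with at most 1 mismatch. Over the whole region, without matching for length, 1.91% of dexamethasone-only and 1.80% of shared H3K4me1 regions had a match, with overlapping intervals. The CTCF motif share of shared and dexamethasone-only regions was 15.6% and 6.98% over the whole region, and with 1 mismatch the shares were 33.2%, 22.4% and, in control-only regions, 19.7%.

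The mean balance minus that of matched random lists was 1.15 for the induced and -2.31 for the repressed genes within 100 kb. For the induced genes it was 0.524 within 50 kb, 0.714 with CREs, 0.347 without TSC22D3 and 0.318 with touching regions merged. For CREs it was -0.0923 for the repressed and 0.487 for the intraocular pressure and glaucoma genes. Without the gene with the largest balance it was -0.680 for the repressed genes and -0.0602 for the intraocular pressure and glaucoma genes, and for the latter it was -0.0835 with touching regions merged. The last 2 values have the sign opposite to 0.0147 in the main setting, and all 3 lie near 0. For CXCL8 the balance was 7 with CREs. In all, the alternatives of the results above left 77 values within their error or within 1.5 times the count, some of them printed above. Among single genes, shares of control regions, mark shares and GRE shares by class, 114 values moved and 23 did not. The genes of the lists had at most 6 dexamethasone-only and 7 control-only regions within 50 kb.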

Other observations

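The tests of coverage against width, of the signal scale, of H3K4me1 regions at CREs, of the CTCF motif in 100 bins, of H3K36me3 regions matched on signal and width, and of the repressed list without 1, 2 or 3 genes were chosen only after the result was seen. A biological effect of dexamethasone stays open beside each technical explanation, since the lists allow no replicate check.

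Regions found in 1 condition only were concentrated among weak regions. In all 10 lists with signal values, the weakest 20% of regions by total signal had a higher share without a counterpart than the strongest 20%. In the CTCF dexamethasone list the shares were 80.9% and 0.260%, and in the H3K4me1 control list 24.4% and 0%. The dexamethasone H3K36me3 list was the least steep, with 47.5% and 31.3%. Total signal grows with region width, and a wide region meets a counterpart more easily, so this order was likely whatever the cause. A detection limit near the weakest regions may account for part of the regions of 1 condition, but the order cannot decide it. Region numbers went with coverage for CTCF and H3K4me3. They went against it for H3K36me3 (pile-up ratio of dexamethasone to control 0.167, region ratio 2.26) and H3K4me2 (2.65 and 0.643). For H3K4me1 the direction depended on the regions used. A detection limit leaves open the strongest 20%, such as 11.2% of dexamethasone H3K4me1 regions.

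Region width followed coverage. In 5 of the 5 targets with signal values, the condition with the higher median pile-up had the wider regions. The pile-up ratio of dexamethasone to control was 0.189 for H3K4me3, 0.167 for H3K36me3, 2.65 for H3K4me2, 4 for CTCF and 0.940 for H3K4me1, and the width ratio was 0.606, 0.286, 2.24, 1.46 and 0.882, in the same order. Differences in the depth of the libraries behind the lists may explain the width differences, including the narrow H3K36me3 regions in dexamethasone. At regions that matched 1 to 1, the pile-up and the width ratios were again on the same side of 1 for all 5 targets, with 1.23 and 1.02 for H3K4me1. With 5 targets the order cannot be tested firmly.

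The signal steps have a regular form. In 10 of 10 lists, 10000 divided by the step was within 0.05 of a whole number, from 11 for control CTCF to 4539 for control H3K36me3. One candidate explanation is scaling by a count of spike-in reads, but any whole-number divisor gives the same pattern, so the origin of the scale cannot be told apart from the lists. If these numbers are counts, the value of 11 has a Poisson interval from 5.49 to 19.7, and the scale of that list would be known only within that range.

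Identical rows may come from a join with a second list. In 8 of the 8 lists with repeated rows, the repeated regions were wider than the single ones, by 3.29 times in the median for control H3K36me3 and by 1.47 times for control H3K4me2. One H3K36me3 region occurred 63 times. A join that writes a region once for each partner would have this property, and a plain copying error would have no reason to prefer wide regions. Regions without a partner in the second list would then be missing from these lists. The lists with identical rows were those of the marks with 2 samples per condition. The CTCF lists, with the same columns and 1 sample per condition, had 0 such rows. The H3K27ac and H3K27me3 lists, with 3 samples and another format, also had 0. The second list may thus be that of the other sample. A region of 1 condition could then be missing from the other condition through either sample.

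Promoters with H3K27me3 in dexamethasone only were mostly active ones. H3K27ac was present in both conditions at 72.2% of these 1018 promoters (69.3 to 74.9%), against 14.5% of the promoters with H3K27me3 in both conditions (13.5 to 15.5%), 33.0% of those with H3K27me3 in control only (28.2 to 38.04%) and 64.0% of those without H3K27me3. The dexamethasone-only promoters had no H3K27me3 in control by definition, so the nearer comparison is the 64.0% of promoters without the mark. The share of 72.2% lay only a little above it. Signal at active promoters, for example through access of the enzyme to open DNA, may contribute to the dexamethasone list. These shares hardly tell it apart from a gain at any unmarked promoter. The 710 promoters with H3K4me3 and H3K27me3 in dexamethasone only should be read with that in mind. Mixed cells, in which some carry each mark, stay open.

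A similar pattern appeared for H3K36me3. Dexamethasone-only H3K36me3 regions overlapped control H3K27ac regions in 53.8% of cases and control CTCF regions in 42.3%, against 26.8% and 16.9% of shared ones. The promoter share was 40.6% in dexamethasone-only regions. Shared regions weighted to the same highest signal and width, in 100 bins, had a share of 16.04%, a difference of 24.6 percentage points (23.03 to 26.2), which argues against weak or narrow regions as the whole cause. Away from promoters, 15.9% of dexamethasone-only regions (14.6 to 17.3%) overlapped control CTCF regions, against 11.2% of shared ones (10.5 to 12.02%), although the former were narrower (median 852 and 1164 bp). Signal at accessible chromatin may contribute, and the cells may also differ in the mark itself.

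The added CREs followed the longer H3K4me1 list. Of the 15613 CREs found in dexamethasone only, 81.1% overlapped an H3K4me1 region that was itself in dexamethasone only (80.5 to 81.7%), and 20.995% overlapped such an H3K27ac region (20.4 to 21.6%). The gain in CREs may therefore mirror the H3K4me1 list, whose number of regions differed 1.84-fold. At 17606 H3K4me1 regions that matched 1 to 1, the median pile-up ratio of dexamethasone to control was 1.23 (1.23 to 1.24). A deeper library in dexamethasone may therefore account for part of the added H3K4me1 regions. Of the strongest 20% of dexamethasone H3K4me1 regions by total signal, 11.2% had no control counterpart. In the next 20% the share was 32.3%. For these strong regions, the values argue against a 1.23-fold depth difference as the whole cause. A real gain of H3K4me1 stays open as well.

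The number and length of SEs followed the CREs. All SE edges lay on CRE edges in both conditions, with 100% of edges matched. SE length rose 1.56-fold and CRE length 1.70-fold, so SE length divided by CRE length changed by a factor of 0.918. The number of SEs rose 1.22-fold and that of CREs 1.23-fold, with 1.38 SEs per 100 CREs in control and 1.37 in dexamethasone. The larger number of SEs in dexamethasone may thus come from the larger number of CREs, and their greater total length from the greater CRE length. The 9 SEs of 1 condition named among the results had CREs and H3K27ac regions in both.

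The GRE excess in dexamethasone-only regions was tested against 3 technical explanations. After weighting by GC content the log2 ratio to control-only regions was 1.56 for H3K27ac (0.76 to 2.52) and 1.55 for CREs (0.66 to 2.98). Away from promoters it was 1.38 for H3K27ac (0.57 to 2.18) and 1.59 for CREs (0.55 to 2.63). Of the shuffled motifs, 0 of 19 in H3K27ac and 0 of 18 in CREs had a ratio as high, which argues against the base composition of the motif. As a hypothesis, some of the regions gained with dexamethasone may be sites of glucocorticoid receptor binding. The share of windows with a match was under 1% in every class, so the motif accounts for few of the gained regions at this stringency.

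The lower CTCF motif share of dexamethasone-only regions was only partly a matter of weak regions. The interval of dexamethasone-only regions lay below that of shared regions in 3 of the 5 classes of 20% by total signal. Weighted to the total signal of the dexamethasone-only regions in 100 bins, shared regions had a motif share of 8.20%, against 5.91%, a difference of 2.29 points (1.42 to 3.10). Weak signal may thus explain the fall from 10.98% to 8.20%, and the rest is open, for example signal at accessible DNA without CTCF.

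The position of the glucocorticoid-repressed genes within 50 kb rested on few loci. Without CXCL2 the list mean within 50 kb was at the 5.65th percentile, inside the middle 95% of random lists, so 1 gene may decide that result. CXCL1, CXCL2 and CXCL8 lie near each other on chromosome 4, and without all 3 the percentile was 16.9. The windows of MMP1 and MMP3 overlap, and without MMP3 the list was at the 0.390th percentile. Within 100 kb the list did not depend on 1 gene. Without CXCL2 the mean was at the 0.110th percentile, and without all 3 it was at the 0.395th. Without MMP3 and CXCL1, whose windows overlap those of MMP1 and CXCL8, none of the 10000 random lists had a mean as low. Thus the wider window keeps the list below random lists. Loss of H3K27ac around these genes with dexamethasone is a hypothesis that the CRE list, at the 40.1th percentile, does not share.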
